A study of Mus musculus with 11 samples. Its data were reported in "Pint lincRNA connects the p53 pathway with epigenetic silencing by the Polycomb repressive complex 2" (2013).

How the data were processed

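Gene expression was measured by the authors on Affymetrix whole-transcript arrays in mouse embryonic fibroblasts (MEFs) whose p53 gene carries a removable stop cassette. Per the labels, p53 was restored with a Cre adenovirus for 24 h at a multiplicity of infection of 5. The cells were then transfected with siRNA or antisense oligonucleotides (ASO), and 24 h later received 150 nM doxorubicin for 12 h. Labelled cDNA was made from 300 ng of total RNA. The 11 arrays form 4 groups taken from the labels, namely control siRNA with 3 arrays, p53 siRNA with 3, control ASO with 2 and Pint ASO with 3. The main and the supplementary methods of the study name different mouse array models, and the model was not needed for the values.

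The deposited values are log2 intensities made by the authors with RMA (background correction, normalization between arrays and summarization per probe set), version not stated. The table holds 34760 probe sets, and array medians lay between 7.31 and 7.38. Probe sets were assigned to genes with the platform annotation, and symbols were brought up to date through Entrez identifiers in a mouse reference gene table. Of these probe sets, 21640 carry 1 gene symbol, and no gene was named from the 1321 with several. A further 6573 probe sets have identifiers below that of the first named probe set, and none of them carries a name. Their nature was not established, and they were kept. A probe set was tested when its log2 value exceeded 6 (64 on the linear scale) in at least 2 arrays of at least 1 group, which left 26038 probe sets. Of these, 17516 carry 1 symbol, for 16147 genes.

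All groups were fitted together with limma 3.58.1 in R 4.3.3 (linear model on group means, moderated by empirical Bayes without trend). The contrasts were p53 siRNA against control siRNA, Pint ASO against control ASO, the difference between these effects, and control ASO against control siRNA. A Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested was a call, and B over 3, the threshold of the study, was counted beside it. Fold changes are log2 with the moderated standard error. Overlaps were tested with Fisher's exact test, two-sided. The single value of the Pint probe set was also put to an exact permutation test. Precision is limited by the number of arrays. The labels do not state that replicates were separate cultures, so the p-values measure the spread between these samples. Replicate numbers were not used as pairs, because deviations from the group means were not positively correlated between siRNA arrays of the same number (-0.284, -0.181 and -0.0371), and titles and descriptions number the control ASO arrays differently. In the ASO arm, with 2 pairs, these correlations were -0.0463 and -0.420 by titles and 0.420 and 0.375 by descriptions. The deviations of 2 control ASO arrays from their mean are exact opposites, so -0.420 and 0.420 are the same value with its sign turned. The numberings are thus not separate evidence, and pairing was not excluded there.

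Named genes follow a rule set before the data were examined. It takes the targeted gene, and for each knockdown the 10 highest and 10 lowest fold changes among called genes whose groups do not overlap. It takes 5 per direction for the other contrasts, and the 10 genes called in both knockdowns with the largest smaller change. It adds up to 4 called members of each list, genes the study names from these arrays, and genes within 250 kb of Pint. Outside this rule Dram1, Ccnf, H2bc4, Tap1, Lamb1, Smad6, Tkt, Plk2, Aen, Tnfrsf1a, Birc3, Aebp2, Dlx2, Foxf1 and Cdkn2b were chosen after their values were seen, as single members of small counts. The 10 genes called in opposite directions were also taken by the same measure, a part added later.

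The 27 gene lists were set at the same time and tested with camera in limma (preset inter-gene correlation of 0.01, 1 probe set per gene), adjusted over the lists in each contrast, with an estimated correlation as the alternative. They cover p53 targets, G2/M and mitosis, S phase and DNA replication, apoptosis regulators, extracellular matrix, the TGF-beta pathway, immediate-early and MAPK feedback genes, ATF4 and amino acid response, unfolded protein response, interferon response, NF-kappaB and inflammation, NRF2 and oxidative stress, lysosome, sterol synthesis, subunits of Polycomb repressive complex 2, developmental regulators, Hox genes, histone genes and small nucleolar RNAs. The others are markers of fibroblasts, smooth muscle, epithelium, macrophages and blood, endothelium, skeletal muscle, adipocytes and neural cells. Extracellular matrix, TGF-beta and MAPK are themes that the study drew from these samples, and the ATF4 and lysosome lists were written after its gene tables had been read, so the counts of these lists are not independent evidence. The study also drew p53 signalling, apoptosis, mitosis and the cell cycle from these samples, so the lists on these carry the same limit.

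Alternatives to the filter, variance model, array weights, scaling, unit of the test, threshold, arrays used and replicate blocks were set beforehand and run. A further alternative, leaving out the low-numbered unnamed probe sets, was chosen after seeing the data, and after its counts for each knockdown at B over 3 had been seen to lie close to those the study states. It does not replace the planned fit. Leaving out 1 array together with the estimated correlation was also added after seeing the data. The procedure was tested on simulated data of 26038 probe sets, of which far fewer were changed than were called in these arrays. Recovery and false calls in the simulation therefore need not hold for these data. With 3 arrays against 3, 62 of 100 probe sets changed by 0.5 and 83 of 100 changed by 1 (log2) were recovered, with 7 false calls. With 3 against 2 these numbers were 54 and 83, with 5 false calls. The level of the gene targeted by the p53 siRNA, and Cdkn1a, Serpine2 and Il1r1, which have no probe set of their own in the annotation used, are not analysed here. Binding of Polycomb proteins is not analysed here either. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.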

Results

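RNA levels were compared in p53-restored MEFs under doxorubicin after knockdown of p53 with siRNA or of Pint, a p53-induced long intergenic non-coding RNA, with ASO. Each knockdown had its own control, with 3 control siRNA arrays beside 3 p53 siRNA arrays and 2 control ASO arrays beside 3 Pint ASO arrays. Values are log2 intensities per probe set, without read depth. Correlations between arrays were 0.991 to 0.995 within groups and 0.971 to 0.991 between groups. The first principal component held 45.4% of the variance, with Pint ASO arrays at 34.9 to 37.3 and p53 siRNA arrays at -30.0 to -27.5.

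The first question was whether the ASO lowered its target. The probe set of Pint (Lncpint, Entrez gene 232685) fell from 10.32 ± 0.13 (SD, n = 2) in control ASO to 8.54 ± 0.06 (SD, n = 3) in Pint ASO. The log2 change was -1.78 (SE 0.12, adjusted p = 2.94e-05), which leaves 29.2% of the control level. The lncRNA was also lower with p53 siRNA, at 9.07 ± 0.05 against 9.61 ± 0.24 in control siRNA (n = 3 each), a change of -0.54 (SE 0.11, adjusted p = 0.00673). The controls themselves differed, with Lncpint 0.71 higher (SE 0.12, adjusted p = 0.0137) in control ASO than in control siRNA. That control call was lost with a replicate block by description number, where 0 probe sets were called between the controls. In each of these comparisons the groups did not overlap in any array, and the exact permutation test, two-sided, gave p = 0.1, the smallest that these group sizes allow.

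**Figure D1:**
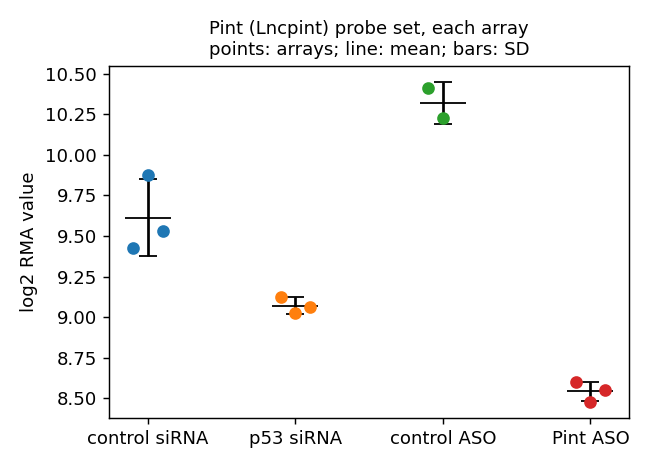
Log2 RMA value of the Lncpint probe set (vertical axis) in each array of the 4 groups (points), with the group mean (line) and SD (bars). Pint ASO arrays lie between 8.48 and 8.60, below all other arrays, and control ASO arrays at 10.23 and 10.41 lie above control siRNA.

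The study also asked whether Pint acts on neighbouring genes. Copg2, a subunit of the COPI coat, fell with Pint ASO by 0.43 (SE 0.06, adjusted p = 0.000821) and with p53 siRNA by 0.30 (SE 0.05, adjusted p = 0.00332). Its B of 2.83 with Pint ASO was under 3, and the Pint ASO call was lost with a replicate block by title number (adjusted p = 0.0501). Mkln1 (-0.07, SE 0.08, adjusted p = 0.609), Klf14 (0.02, SE 0.11, adjusted p = 0.918) and the microRNA gene Mir29a (0.61, SE 0.26, adjusted p = 0.141) did not pass the test with Pint ASO, and Mir29a had a mean under 6 in both siRNA groups. The annotation places 14 genes within 250 kb of Pint, of which 6 have a probe set of their own and 4 were tested.

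The p53 siRNA comparison asks which genes depend on p53 in these cells. The largest falls were in Scn3b (-2.08, SE 0.07, adjusted p = 6.02e-07), Tbc1d8 (-2.07, SE 0.06, adjusted p = 2.01e-07) and Perp (-1.99, SE 0.06, adjusted p = 4.22e-07), a desmosome-associated effector of p53-dependent apoptosis. The leukotriene enzyme gene Alox5 fell by 1.93, the homeobox gene Nkx2-9 by 1.90, the thyrotropin receptor gene Tshr by 1.88, Ppp2r2c by 1.82 and Pm20d1 by 1.79. The protease gene St14 fell by 1.78 and Dpyd, which codes for the first enzyme of pyrimidine breakdown, fell by 1.73. On the other side, the melanocortin receptor gene Mc5r rose by 1.53 (SE 0.12, adjusted p = 2.67e-05), the matrix gene Aspn by 1.46 (SE 0.19), the metalloreductase gene Steap4 by 1.38 (SE 0.11) and D17H6S56E-5 by 1.35. Iigp1 and Cxcl10, both interferon-inducible, rose by 1.30 and 1.25. The mitotic genes Nusap1, Kif2c and Ckap2l rose by 1.29, 1.19 and 1.17, and the proliferation marker Mki67 rose by 1.18. All 20 genes had non-overlapping values in the 3 arrays of each group, and their adjusted p-values did not exceed 0.000648. Across the 26038 probe sets tested, limma called 4408, of which 2074 were higher and 2334 lower, and 202 of them changed by at least 1. Which direction was more frequent depended on the processing, with 2194 higher and 1834 lower after median centring, 2481 and 2242 after quantile normalization was applied again, and 2213 and 2158 without the low-numbered unnamed probe sets. At B over 3 the number was 1021, and with a replicate block by title or description number it was 2285 or 3166.

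Genes of the p53 pathway fell as a group. Of 31 measured p53 targets, 24 fell, 6 did not pass and 1 rose, and the counts were the same adjusted over the list alone. Besides Perp, the largest falls were in Rprm (-1.07, SE 0.10), which codes for a G2 arrest protein, Pidd1 (-1.01, SE 0.06) and Mdm2 (-0.96, SE 0.06), the ubiquitin ligase of p53. Dram1, an autophagy regulator gene, rose by 0.21. The list as a whole was lower (camera adjusted p = 3.82e-17), also with an estimated correlation (adjusted p = 0.0309). That second call was lost without control siRNA array 2 or 3, p53 siRNA array 2, either control ASO array or Pint ASO array 3 (adjusted p from 0.0532 to 0.0820). Of the genes the study names, Fas fell by 0.44 (adjusted p = 0.000277), Dgka by 1.47, Ikbke by 0.63 and Adam8 by 0.44. Tgfb1 stood at -0.07 (adjusted p = 0.410). Among 29 apoptosis regulators, 7 fell and 4 rose (9 and 4 adjusted over the list alone), and Apaf1 (-0.70), Pmaip1 (-0.62) and Tnfrsf10b (-0.62) were lower while Birc5 was higher (0.85). That list was not called (adjusted p = 0.258).

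Cell cycle genes rose with p53 siRNA. Of 30 mitotic genes 29 rose (29 adjusted over the list alone), with a mean of 0.92 and Kif11 at 1.16 (SE 0.09). The remaining member, Ccnf, stood at 0.05. Of 27 replication genes 23 rose (25 rose and 1 fell adjusted over the list alone), among them Ccne1 (0.67), Lig1 (0.67), Uhrf1 (0.67) and Mcm3 (0.66). Both lists were called (adjusted p = 2.19e-26 and 8.72e-15), but not with an estimated correlation (adjusted p = 0.141 and 0.149). Of 29 histone genes 13 rose and 1, H2bc4, fell (14 and 1 adjusted over the list alone), with H2bc3 at 0.60 and H2bc14 at 0.52, and this call (adjusted p = 0.00148) was lost with an estimated correlation (adjusted p = 0.427).

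Sterol synthesis genes rose together, 14 of 16 members (15 adjusted over the list alone), with Stard4 at 0.63 (SE 0.05), Cyp51 at 0.63 (SE 0.07) and Dhcr7 at 0.60 (SE 0.06). The list was called both ways (adjusted p = 7.90e-11, and 0.0309 with an estimated correlation), the second call being lost without control siRNA array 2 or 3, p53 siRNA array 2 or 3, either control ASO array or Pint ASO array 3 (adjusted p from 0.0532 to 0.0820). Of 31 interferon response genes 27 rose and 1, Tap1, fell (28 and 1 adjusted over the list alone), with Mx1 at 1.11 (SE 0.15), Rsad2 at 1.01 (SE 0.14) and Ifit3 at 0.83 (SE 0.12). That call (adjusted p = 2.74e-15) was lost with an estimated correlation (adjusted p = 0.276). Of 39 extracellular matrix genes 23 rose and 2 fell (25 and 3 adjusted over the list alone). Fbn2 (0.87), Mfap5 (0.74), Ogn (0.74) and Col3a1 (0.67) rose most, Thbs2 (-0.19) and Lamb1 (-0.20) fell, and the study had picked this theme from these samples. The Thbs2 call was lost in 8 of the 11 fits that each left out 1 array. The matrix call (adjusted p = 5.69e-09) was lost with an estimated correlation (adjusted p = 0.149). Fibroblast markers rose in 6 of 17 cases in the same comparison.

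Other lists had members in both directions with p53 siRNA. In the TGF-beta pathway, also a theme of the study, 11 of 33 fell and 2, Tgfbr3 and Smad6, rose (13 and 2 adjusted over the list alone), with Inhba at -0.75 and Bmp2 at -0.74 (adjusted p = 0.000760 for the list, 0.255 with an estimated correlation). In the ATF4 and amino acid list 16 of 35 rose and 4 fell (20 and 4 adjusted over the list alone). Aldh1l2 (0.56) rose while Sesn2 (-0.62) and Ddit4 (-0.58), which are also regulated by p53, fell (adjusted p = 0.00148 for the list, 0.427 with an estimated correlation). Of 20 NRF2 genes 5 fell, among them Gclc (-0.49) and Hmox1 (-0.44), and 2, Gstm1 and Tkt, rose (7 and 2 adjusted over the list alone, adjusted p = 0.0365 for the list, 0.487 with an estimated correlation). The NRF2 call was lost without p53 siRNA array 1 (adjusted p = 0.0606) or 3 (adjusted p = 0.0531).

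The Pint ASO comparison asks which genes change when Pint is lowered with ASO. A stronger response to the Pint ASO than to the control ASO is not separated from loss of Pint in it. The largest rises were in Plcxd2 (2.17, SE 0.07, adjusted p = 1.39e-06), Arc (2.04, SE 0.09, adjusted p = 5.24e-06), an immediate-early gene, and Rnf225 (1.80, SE 0.13, adjusted p = 3.51e-05). Pld4 rose by 1.59, Ephx3 by 1.48, the lncRNA gene Morrbid by 1.34, Csrnp1 by 1.29, the zinc finger gene Egr2 by 1.28, the linker histone gene H1f1 by 1.27 and the Notch target Hey2 by 1.26. Steap4 fell by 1.79 (SE 0.12, adjusted p = 2.57e-05), followed by Lncpint itself, and the protease inhibitor gene Serpina3n fell by 1.69 (SE 0.10, adjusted p = 1.38e-05). The cytokine genes Cxcl15 and Il33 fell by 1.64 and 1.60, Cyp2f2 by 1.57, and the matrix-associated genes Prelp, Igsf10, Lrrc17 and Ccn5 by 1.54, 1.46, 1.40 and 1.38. These 20 genes had no overlap between the 3 Pint ASO and the 2 control ASO arrays, and their adjusted p-values did not exceed 0.000278. Of them, Arc (0.47), Csrnp1 (0.56), Egr2 (0.42) and H1f1 (0.53) were also called higher in control ASO than in control siRNA. Steap4 (-0.62), Serpina3n (-0.44), Cxcl15 (-0.67), Cyp2f2 (-0.37), Igsf10 (-0.385), Lrrc17 (-0.67) and Ccn5 (-0.35) were called lower there. Plcxd2 (-0.66) and Lncpint (0.71) were called there against their direction with Pint ASO, and the others were not called. In all, limma called 4985 probe sets, with 2211 higher and 2774 lower, of which 112 changed by at least 1, and 812 passed B over 3. A replicate block by title number lowered the number to 1311, and one by description number to 2604. After quantile normalization was applied again the calls were 2606 higher and 2611 lower, and without control ASO array 1 they were 1727 and 1676. With the ASO arm fitted alone the number of calls was 1890.

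Immediate-early and MAPK feedback genes rose with Pint ASO in 29 of 38 cases, and none fell (35 and 1 adjusted over the list alone). Besides Arc, Csrnp1 and Egr2, Egr4 rose by 1.08 (SE 0.14), Dusp5, a MAPK phosphatase gene, by 0.94 (SE 0.10) and Gadd45b by 0.90 (SE 0.05). The list was called with the preset (adjusted p = 7.49e-20) and the estimated correlation (adjusted p = 0.00422), and MAPK is a theme the study drew from these samples. In the ATF4 and amino acid list 33 of 35 members rose (34 adjusted over the list alone). Aldh1l2, a mitochondrial folate enzyme gene, rose by 1.16 (SE 0.06), Cth, for cystathionine gamma-lyase, by 1.04 (SE 0.09), the arginine transporter gene Slc7a1 by 0.93 (SE 0.06) and Ppp1r15a by 0.88 (SE 0.06). This list too was called both ways (adjusted p = 5.13e-21, and 0.0328 with an estimated correlation), the second call being lost without any 1 of the control siRNA arrays, p53 siRNA array 2 or 3 or Pint ASO array 3 (adjusted p from 0.0505 to 0.0662), and it was written after the gene tables of the study had been read. Both lists were also higher in control ASO than in control siRNA, by means of 0.18 and 0.36.

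Extracellular matrix genes fell with Pint ASO in 27 of 39 cases and none rose (28 and 1 adjusted over the list alone). Ogn fell by 1.33 (SE 0.08), Lum by 1.08 (SE 0.09) and Col3a1 by 0.95 (SE 0.05), and Thbs2 and Fbn2 fell as well (SE 0.06 each). The list was lower under both settings (adjusted p = 2.87e-17, and 0.0443 with an estimated correlation), but with the latter the call was lost without 1 array in each case other than Pint ASO array 1 or 2 (adjusted p from 0.0505 to 0.116). It is a theme the study picked from these samples. Fibroblast markers fell in 9 of 17 cases in the same comparison. Of 35 lysosome genes 24 fell and 1 rose (25 and 1 adjusted over the list alone), with Lipa at -0.75, Gm2a at -0.68 and Fuca1 at -0.63. Of 16 sterol synthesis genes 10 fell (11 adjusted over the list alone), with Fdft1 at -0.56 and Dhcr7 at -0.49. Both calls (adjusted p = 1.13e-09 and 7.30e-05) were lost with an estimated correlation (adjusted p = 0.216 and 0.106). In the interferon list 11 of 31 fell, with Psmb8 at -0.70 and Irf7 at -0.62, and Cxcl10 rose by 0.72 (13 and 1 adjusted over the list alone), and this call (adjusted p = 0.00293) was lost as well (adjusted p = 0.695 with an estimated correlation).

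Of 30 mitotic genes none passed the test with Pint ASO (0 calls in limma, 2 at an unadjusted p under 0.05, mean 0.01, list adjusted p = 0.719), and 6 of 27 replication genes rose, with Mcm10 at 0.42 and Cdt1 at 0.35. That list was called (adjusted p = 0.0265), but not with an estimated correlation (adjusted p = 0.695), nor without control ASO array 2 (adjusted p = 0.298) or Pint ASO array 2 (adjusted p = 0.124). Of 31 p53 targets 7 fell and 5 rose (8 and 5 adjusted over the list alone). Ephx1 (-0.74) and Fas (-0.73) fell, Gadd45a (0.76), Plk3 (0.71), Plk2, Sesn2 and Aen rose, and the list was not called (adjusted p = 0.516). Perp changed by -0.26 (adjusted p = 0.0290), a call that was lost without either control ASO array or without Pint ASO array 1 or 2. The study also names Dgka (-0.63, adjusted p = 8.60e-05), Ikbke (-0.45, adjusted p = 0.000553), Adam8 (-0.52, adjusted p = 0.000472) and Nkx2-9 (-0.07, adjusted p = 0.542). Tgfb1 changed by -0.19 (adjusted p = 0.0381), a call lost in 9 of the 11 fits that each left out 1 array.

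Other lists went both ways with Pint ASO. Of 33 TGF-beta pathway genes 9 fell, with Inhbb at -0.75 and Bmp4 at -0.64, and 7 rose, with Smad7 at 0.64 and Ccn2 at 0.60 (12 and 7 adjusted over the list alone, list adjusted p = 0.516). Of 26 inflammation genes 11 fell, with Cxcl5 at -1.08 and Saa3 at -1.02, and 9 rose, with Tnfaip3 at 0.76 (13 and 11 adjusted over the list alone, list adjusted p = 0.516). With p53 siRNA, 11 of these 26 rose, led by Il1rn at 0.75, and 5 fell, among them Ptges at -0.65 (13 and 5 adjusted over the list alone, list adjusted p = 0.0684). Among 20 NRF2 genes 6 rose with Pint ASO, with Hmox1 at 0.67, and 3 fell, with Gsta4 at -0.85 (7 and 3 adjusted over the list alone, list adjusted p = 0.503). Of 29 apoptosis regulators 4 fell, with Casp12 at -1.30 (SE 0.09) beside Fas, Casp6 and Tnfrsf1a, and 2 rose, Bcl2 (0.58) and Birc3 (0.36), and these counts held adjusted over the list alone (list adjusted p = 0.516).

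Genes tied to Polycomb were examined because the study links Pint to Polycomb repressive complex 2. Of its 11 subunits, Ezh2 (0.41, SE 0.06) and Phf19 (0.43, SE 0.06) were among 3 that rose with p53 siRNA, beside Rbbp7 (0.37), while Aebp2 (-0.33) and Eed (-0.47) fell. The Eed call was lost without control siRNA array 1 or 3, without p53 siRNA array 1 and with the mean of its probe sets. With Pint ASO, Suz12 rose by 0.32 (adjusted p = 0.0210) and Jarid2 fell by 0.23 (adjusted p = 0.0142). The Suz12 call was lost without control ASO array 2 or Pint ASO array 2, and the Jarid2 call without either control ASO array. Of 58 developmental regulators, commonly silenced by Polycomb in embryonic stem cells, 4 rose and 6 fell with p53 siRNA, led by Nkx2-9, Tbx20 (-0.61) and Gata3 (-0.59). With Pint ASO Dlx2, Foxf1, Eomes and En2 rose and Tbx5 (-0.48), Cdkn2a (-0.43) and Cdkn2b (-0.43) fell, and the calls of Eomes and En2, the latter near the floor at means of 5.77 and 6.23, were lost in 2 and 7 of the fits without 1 array. The list of subunits and that of developmental regulators were not called with either knockdown (adjusted p from 0.516 to 0.883). Of 35 Hox genes 8 fell with Pint ASO (9 adjusted over the list alone), with Hoxc6 at -0.66 and Hoxc8 at -0.58. That call (adjusted p = 0.0265) was lost with an estimated correlation (adjusted p = 0.216) and without control ASO array 2 (adjusted p = 0.0791) or Pint ASO array 2 (adjusted p = 0.0577). With p53 siRNA Hoxc9 and Hoxa2 rose, Hoxc13 fell by 0.87 and Hoxc6 by 0.30 (list adjusted p = 0.960).

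Markers of the cultured cell and of other cell types were read as background. Of 17 fibroblast markers 9 fell with Pint ASO (12 fell and 1 rose adjusted over the list alone), with Dpt at -1.29 (SE 0.10), Twist2 at -0.62 and Cd34 at -0.61 (adjusted p = 0.000175 for the list, 0.0843 with an estimated correlation). With p53 siRNA 6 rose, with Pdgfrb at 0.50, and Cd34 fell by 0.39 (list adjusted p = 0.0515). Smooth muscle markers, of which 5 of 12 fell and Smtn rose (0.54) with Pint ASO, were not called (adjusted p = 0.114), nor with p53 siRNA, where 2 rose (adjusted p = 0.341). Of 14 macrophage and blood markers Cd68 fell with both knockdowns (-1.04 with p53 siRNA and -0.47 with Pint ASO), Cd14 fell by 0.51 with p53 siRNA, and Cybb rose by 0.64 with p53 siRNA and fell by 0.73 with Pint ASO (list adjusted p = 0.580 and 0.350). Of 11 epithelial markers St14 and Krt18 fell with p53 siRNA and Cdh1 fell by 0.68 with Pint ASO (list adjusted p = 0.249 and 0.719). The Krt18 call (-0.20) was lost without any 1 of the 6 siRNA arrays. Kdr (0.77) and Esam (0.55) rose among 11 endothelial markers with Pint ASO, where Tek stood at -0.17 (adjusted p = 0.0311, list adjusted p = 0.0932), and with p53 siRNA Eng fell by 0.36 and Egfl7 stood at 0.23 (adjusted p = 0.0483, list adjusted p = 0.743). The calls of Tek and Egfl7 were each lost in 8 of the fits without 1 array. Among 13 skeletal muscle markers Des fell by 0.87 with p53 siRNA and by 0.35 with Pint ASO, Mef2c rose by 0.42 and fell by 0.36, and Acta1 rose by 0.34 with Pint ASO, a call lost without either control ASO array or Pint ASO array 3 (list adjusted p = 0.836 and 0.719). Among 7 adipocyte markers Lpl rose by 0.86 and Pparg by 0.21 with p53 siRNA. With Pint ASO Lpl fell by 0.51 and 1 marker rose (list adjusted p = 0.341 and 0.613). Of 11 neural markers 2 rose with p53 siRNA, with Stmn2 at 0.29, and 3 rose with Pint ASO, with Nefm at 0.73 from a mean of 6.06, near the floor, while Stmn2 fell by 0.36 (list adjusted p = 0.702 and 0.207). The study lists Kdr and Nefm among the loci of its Suz12 and H3K27me3 ChIP, a set that includes control genes. Their rises with Pint ASO thus also bear on the link to Polycomb that the study draws, without testing it.

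**Figure D2:**
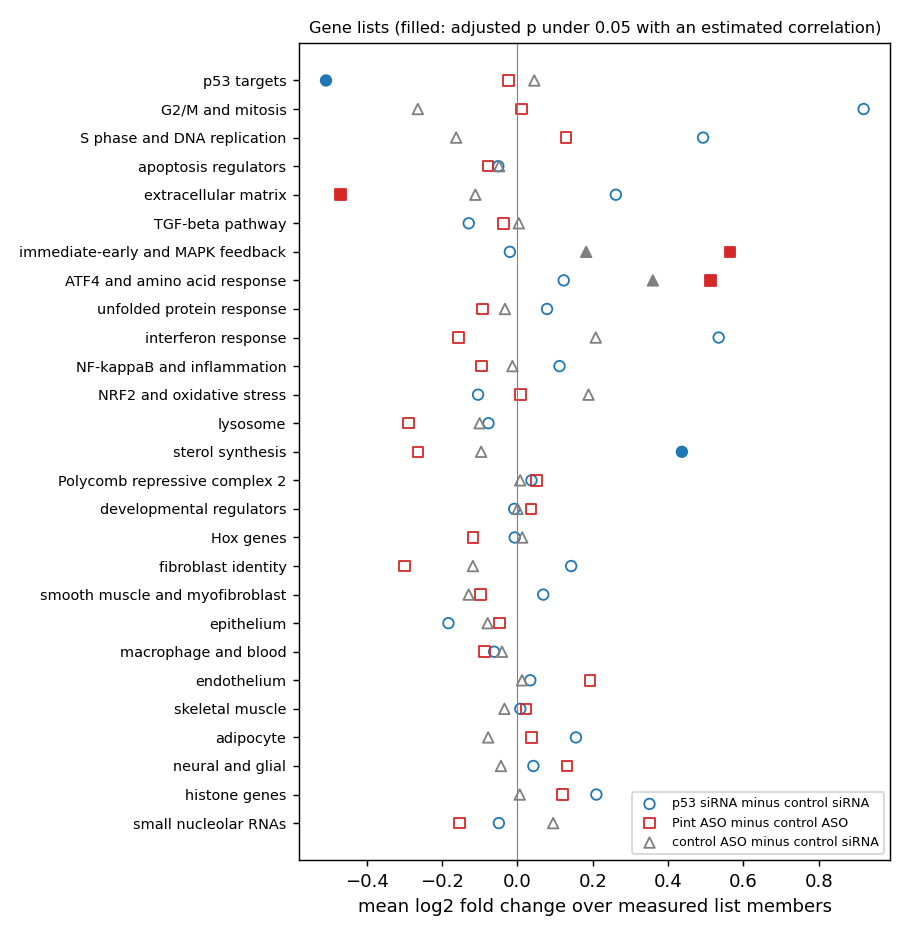
Mean log2 fold change (horizontal axis) over the measured members of each of the 27 gene lists (vertical axis) in p53 siRNA against control siRNA (circles), Pint ASO against control ASO (squares) and control ASO against control siRNA (triangles), filled where the adjusted p with an estimated correlation was under 0.05. Extracellular matrix lies at 0.26 with p53 siRNA and at -0.47 with Pint ASO, and the ATF4 list at 0.51 with Pint ASO and 0.36 between the controls.

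A further comparison asks which genes follow both p53 and Pint. Gpx3, a secreted glutathione peroxidase, fell by 1.22 (SE 0.07) with p53 siRNA and by 1.04 (SE 0.07) with Pint ASO. Pm20d1 fell by 1.79 and 1.02, Dpyd by 1.73 and 0.81, Tcea3 by 0.86 and 0.81, Efna3 by 1.04 and 0.78, Col10a1 by 0.77 and 0.75, Ppef1 by 1.40 and 0.74, Ccdc3 by 0.74 and 0.81, and Lhfpl1 by 1.65 and 0.73. The interferon-inducible chemokine gene Cxcl11 rose by 0.93 in each, and its call with Pint ASO was lost without control ASO array 2. In the opposite direction, Steap4 rose by 1.38 and fell by 1.79, Aspn rose by 1.46 and fell by 1.29, Serpinb1a rose by 1.10 and fell by 1.27, and Nos2, for inducible nitric oxide synthase, rose by 1.05 and fell by 0.99. Wfdc17 (0.91 and -1.24), AW551984 (0.94 and -1.02), Igsf10 (0.88 and -1.57 at a second probe set), Apod (0.92 and -0.88) and Cyp7b1 (0.85 and -1.12) went the same way as these, and so did Fbn2.

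Both knockdowns called 1732 probe sets, 811 in the same direction and 921 in opposite directions, where independent calls would give 425 and 419. The excess was largest for probe sets higher with p53 siRNA and lower with Pint ASO, with 613 against 221 expected (Fisher's exact test, two-sided, p = 1.89e-138), and for those lower with both, with 562 against 249 (Fisher's exact p = 9.74e-86). Those lower with p53 siRNA and higher with Pint ASO numbered 308 against 198 expected (Fisher's exact p = 9.87e-16). Those higher with both numbered 249 against 176 (Fisher's exact p = 1.29e-08). At B over 3, 62 probe sets went the same way against 16.4 expected and 105 opposite ways against 15.5, but those higher with both numbered 6 against 5.51 (Fisher's exact p = 0.827). With each arm fitted alone 315 went the same way and 448 opposite ways. Without the low-numbered unnamed probe sets 910 went the same way and 1005 opposite ways. Fisher's exact test takes probe sets as independent, which co-regulated genes are not. In the joint fit the contrasts also share 1 variance estimate per probe set. The Fisher p-values therefore do not measure the strength of the evidence. Across probe sets, which are not independent replicates, the fold changes had a Pearson r of 0.0493 and a Spearman rho of 0.0974.

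**Figure D3:**
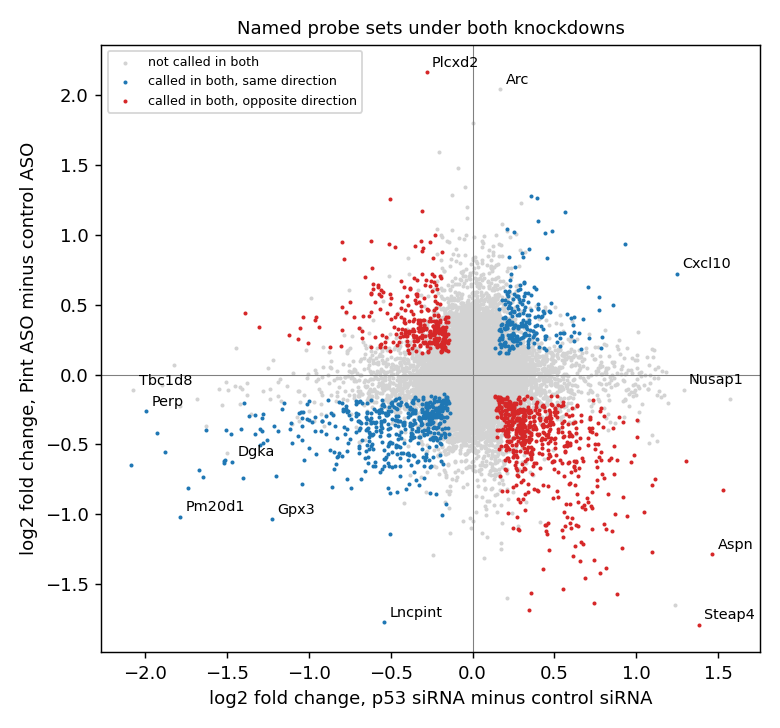
Log2 fold change with Pint ASO (vertical axis) against that with p53 siRNA (horizontal axis) for the 17516 tested probe sets with 1 gene symbol (points), coloured by whether both knockdowns called them. Of these, 723 were called in the same direction, such as Gpx3 and Dgka, and 843 in opposite directions, such as Steap4 and Aspn.

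Genes whose response differed between the knockdowns were tested directly. The difference, Pint effect minus p53 effect, was highest for Plcxd2 (2.45, SE 0.09), Tbc1d8 (1.96), Ppp2r2c (1.89), Arc (1.87) and Arap2 (1.83). By 1 probe set per gene, it was lowest for Steap4 (-3.17, SE 0.16), Tax1bp3 (-2.89, SE 0.70), Aspn (-2.75), Cxcl15 (-2.38) and Serpinb1a (-2.37). A second probe set of Igsf10, not the one ranked, had a difference of -2.45 (SE 0.17). This probe set of Tax1bp3 had means of 5.04 in control siRNA and 4.71 in Pint ASO, under the floor of 6, so its size cannot be read, neither knockdown alone passed (adjusted p = 0.111 and 0.0555), and its call (adjusted p = 0.0182) was lost without control ASO array 1 and with array weights. In all 4830 probe sets differed, with 2382 higher and 2448 lower, and which was more frequent turned after quantile normalization was applied again (2550 and 2546) and without control siRNA array 2, p53 siRNA array 2, control ASO array 1 or Pint ASO array 1 or 3 (2317 and 1965 for the control ASO array). With a replicate block by title or description number 1927 or 3058 differed. Mitotic genes differed in 29 of 30 cases (mean -0.91, adjusted p = 1.16e-18, and 0.129 with an estimated correlation), and p53 targets in 26 of 31, with 22 higher (23 adjusted over the list alone, adjusted p = 1.63e-09, and 0.0591 with an estimated correlation). The immediate-early and MAPK list was higher (28 of 38, or 31 adjusted over the list alone, adjusted p = 0.00928 with an estimated correlation), and matrix genes were lower (29 of 39, or 31 lower and 1 higher adjusted over the list alone, adjusted p = 0.0332 with an estimated correlation). The matrix call was lost without control siRNA array 1, p53 siRNA array 1 or 2, either control ASO array or Pint ASO array 3 (adjusted p from 0.0571 to 0.0875).

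The controls show how far the transfected reagents set the arms apart, with any batch confounded with the reagent. The U8 small nucleolar RNA gene Snord118 was 4.19 higher (SE 0.15, adjusted p = 7.25e-06) in control ASO than in control siRNA, and Rnu3a was 2.22, Rnu12 1.56, Snora21 1.47 and Gm15441 1.34 higher. Snord118 had a mean of 6.15 in control siRNA, near the floor of 6, so its size cannot be read exactly. Sirt6, which codes for a deacetylase, was lower (-1.07, SE 0.06, adjusted p = 3.66e-05), as were Tada2a (-1.02), Cpq (-0.92), Ptchd4 (-0.92) and Tenm3 (-0.86). Of 35 ATF4 and amino acid genes 20 were higher (30 adjusted over the list alone), with Slc7a11, a cystine transporter gene, at 0.87 (SE 0.07), and of 38 immediate-early and MAPK genes 11 were higher (16 adjusted over the list alone), with Csrnp1 at 0.56 and Egr2 at 0.42. These lists were called with the preset (adjusted p = 1.57e-26 and 2.43e-09) and the estimated correlation (adjusted p = 0.0228 for each), the latter lost without Pint ASO array 3 (0.0609 for each) and, for the immediate-early list, without either control ASO array (0.0716 and 0.125). In all 1046 probe sets differed, 595 higher and 451 lower. Their number fell to 428, 551 and 424 without control siRNA array 1, 2 and 3, and to 302 (149 higher and 153 lower) and 637 without control ASO array 1 and 2. With a replicate block by title number limma called 4, and by description number 0 (1883 at an unadjusted p under 0.05).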

Values the study reported

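The study reported 947 genes affected by Pint knockdown and 1,146 genes affected by p53 knockdown, each at B over 3. It counted 86 genes affected similarly by both at that threshold.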

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

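The list tests, the splits of the siRNA arrays and the repeated scaling were set beforehand. The comparisons of Pint ASO with control siRNA, the use of the control contrast for the answer to oligonucleotide, and the list means and estimated-correlation tests without 1 array were chosen after the results had been seen. No array was tested on its own for lying far from its group, and array weights were used only as an alternative fit. On the second principal component the control ASO arrays lay at 20.5 and 1.26, and the Pint ASO arrays from -19.5 to 1.92.

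Extracellular matrix genes differed between the knockdowns by a mean of -0.73 (log2), from 0.26 with p53 siRNA to -0.47 with Pint ASO, and stood out because the test of the difference itself was passed (adjusted p = 0.0332 with an estimated correlation). That call was lost without control siRNA array 1, p53 siRNA array 1 or 2, either control ASO array or Pint ASO array 3 (adjusted p from 0.0571 to 0.0875). A candidate explanation is that the control ASO arrays alone stand high for these genes. Set against control siRNA, however, the Pint ASO arrays had a mean of -0.58 (SE 0.0709 over 39 members, not over arrays). This argues against it as the whole cause only if the ASO reagent itself does not lower these genes, because the comparison crosses reagents. Median centring gave a mean difference of -0.75, and quantile normalization applied again gave -0.71 (SE 0.0899). These scalings moved the median of all probe sets in this difference by only -0.0216 and -0.00621. The deposited values had been normalized between arrays already, so a repeated scaling could hardly move them. These scalings therefore decide nothing about the matrix genes, and an error of the authors' own normalization stays open. A reagent effect equal within each arm cancels in this difference (the controls differed by a mean of -0.11). An unequal answer to the oligonucleotides of an arm was not tested further and stays open. The same holds for a biological difference between loss of p53 and loss of Pint.

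Sterol synthesis genes differed between the knockdowns by a mean of -0.70, from 0.44 with p53 siRNA to -0.26 with Pint ASO, and stood out for the same reason (adjusted p = 0.0275 with an estimated correlation). The call was lost without either control ASO array or Pint ASO array 3 (adjusted p from 0.0570 to 0.0845).

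ATF4 and amino acid genes and immediate-early and MAPK genes were higher with Pint ASO. Both lists were also higher in control ASO than in control siRNA (adjusted p = 0.0228 for each with an estimated correlation), calls lost without Pint ASO array 3 (adjusted p = 0.0609 for each) and, for the second list, without control ASO array 1 (0.0716) or 2 (0.125). An answer to transfected oligonucleotide that is equal in both ASO groups cancels between Pint ASO and control ASO. In these arrays a stronger answer to the Pint ASO, a pool per the paper, cannot be told apart from an effect of Pint loss. Only Pint ASO arrays carry it. The paper reports by RT-qPCR that Egr2 and Gadd45b, from the second list, also rose with separate Pint ASOs. These genes alone do not decide the question for the lists. That 1 unusual array among the ASO arrays made the pattern is argued against, because over the fits without 1 of the 5 arrays the lowest mean change was 0.48 (SE 0.0451 over 35 members) for the first list and 0.56 (SE 0.0672 over 38 members) for the second, although with an estimated correlation the first lost its call without Pint ASO array 3 (adjusted p = 0.0641). The SEs of these means are over list members and do not measure the spread between arrays. An unequal answer to the oligonucleotides and an effect of Pint itself stay open.

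Sirt6, Tada2a and Ptchd4 were higher with Pint ASO by a mean of 1.06 over control ASO. Set against control siRNA, the mean was 0.0576, with 0.13 for Sirt6, -0.05 for Tada2a and 0.10 for Ptchd4. These genes were picked for being low in control ASO and high with Pint ASO, a choice that brings this mean near 0, so it does not separate a change in the control ASO arrays from an effect of Pint. Of the other genes named as low in control ASO, Cpq (-0.92 against control siRNA) and Tenm3 (-0.86) stood at -0.16 and 0.19 with Pint ASO over control ASO (adjusted p = 0.0770 and 0.0883). Both explanations stay open.

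The p53 siRNA arrays gave 4408 calls, and the highest number among the other splits of the same 6 siRNA arrays into groups of 3 was 0 (at most 1564 at an unadjusted p under 0.05 in limma). The real split was thus 1 of 10, and 10 splits are too few for a share under 0.05. Every other split also puts control and p53 siRNA arrays in the same group. Their difference then widens the spread within groups and holds the counts low, so these counts decide nothing.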

How the results depend on the processing

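The alternatives without the low-numbered unnamed probe sets and with both 1 array left out and an estimated correlation were chosen after seeing the data, and the others beforehand. The named genes and lists called in the planned fit, 351 and 43 results over the 4 contrasts, were recomputed, and none reversed. List tests were not repeated with the block by description number, array weights, a robust variance model, either scaling or each arm alone. Nor were they repeated with the filter applied in every group or without the low-numbered unnamed probe sets. Of 8040 values for genes 7524 kept their call and 516 lost it, and of 688 for lists 639 kept it and 49 lost it. The replicate block by title number alone lost 91 of the 351 gene calls and 1 list call. The block by description number lost 62 gene calls. Among single genes, the Results mark a loss with a block only for Copg2 and for Lncpint between the controls. Genes and lists without a call were not followed. Scaling moved the median of all probe sets by at most 0.0239, and median centring raised the share of higher calls between the controls from 56.9% to 68.4%. In each array 72.4% to 73.5% of probe sets exceeded the floor of 6, and changes under it cannot be seen. Fitting each arm alone was not run for the contrasts over both arms.

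At B over 3, a stricter threshold, the numbers were 1021 for p53 siRNA, 812 for Pint ASO, 941 for their difference, 155 between the controls, 62 shared in the same direction and 105 in opposite directions. With a log2 change of at least 1 they were 202, 112, 506, 54, 2 and 4. Without the low-numbered unnamed probe sets and at B over 3 they were 1145, 947, 1076, 192, 76 and 127, and the first 2 of these counts had been seen to lie close to those of the study when the alternative was added. At the adjusted p this alternative gave 4371 calls for p53 siRNA, 5207 for Pint ASO, 4989 for their difference and 1296 between the controls. Fitting each arm alone, with fewer arrays, gave 1890 calls with Pint ASO, 315 shared in the same direction and 448 in opposite directions. A replicate block by title number gave 2285, 1311, 1927, 4, 149 and 258, and 0 genes next to Pint (1 at an unadjusted p under 0.05 in limma). A block by description number gave 2604 for Pint ASO, 3058 for the difference, 347 and 496 shared, and 0 between the controls (1883 at an unadjusted p under 0.05 in limma). A block leaves fewer degrees of freedom, and the control contrast then refers to the first block of each arm. Lists called with an estimated correlation numbered 2 for p53 siRNA, 3 for Pint ASO, 3 for the difference and 2 between the controls, against 10, 11, 11 and 11 with the preset. For the difference, the unfolded protein response call (adjusted p = 0.0261) was lost without control ASO array 1 (adjusted p = 0.106) or Pint ASO array 3 (adjusted p = 0.0533) and with an estimated correlation (adjusted p = 0.486). The 10 lists called with an estimated correlation kept that call in 69 of 110 values without 1 array and lost it in 41, and fewer arrays leave fewer degrees of freedom for this test. Without 1 array the calls between the controls ranged from 302 to 982, for p53 siRNA from 3196 to 4454, for Pint ASO from 3403 to 4716, for the difference from 3755 to 4558, for Lncpint the change ranged from -1.87 to -1.68, and shared calls ranged from 555 to 717 in the same and 663 to 852 in opposite directions. Where control ASO kept 1 array, that array was assumed to vary like the other groups. The cause of these changes was otherwise not tested.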

Other observations

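The comparison of the control contrast with the Pint ASO contrast and the counts of low-numbered probe sets were chosen after the results had been seen, and the list tests and the fits without 1 array beforehand.

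Of 18 unfolded protein response genes 4 rose with p53 siRNA (5 rose and 1 fell adjusted over the list alone), with Sdf2l1 at 0.29, and with Pint ASO 4 fell (5 adjusted over the list alone), with Sdf2l1 at -0.41 and Pdia4 at -0.27, while Atf6 rose by 0.30 (list adjusted p = 0.185 and 0.0932). Calls for Xbp1, Pdia6 and Hyou1, the other 3 with p53 siRNA, were each lost in several fits without 1 array, and that of Atf6 without control ASO array 2. Of 35 lysosome genes 7 fell with p53 siRNA, with Man2b1 at -0.82 and Ctsf at -0.65, and 3 rose (8 and 5 adjusted over the list alone, list adjusted p = 0.249). Of 38 immediate-early and MAPK genes 8 rose with p53 siRNA, with Spry1 at 0.42, and 7 fell, with Dusp5 at -0.51 and Dusp6 at -0.48 (8 and 8 adjusted over the list alone, list adjusted p = 0.510). Of 29 histone genes 6 rose with Pint ASO, led by H1f1, and 1 fell, a list call (adjusted p = 0.0489) lost with an estimated correlation (adjusted p = 0.682) and without control ASO array 1 (adjusted p = 0.207), Pint ASO array 1 (0.0759) or 2 (0.131) or p53 siRNA array 2 (0.0584). Of 51 small nucleolar RNAs none was called with p53 siRNA (0 in limma, 2 at an unadjusted p under 0.05, list adjusted p = 0.350), and 9 fell and 2 rose with Pint ASO (11 and 2 adjusted over the list alone), with Snora21 at -0.86 and Snord35a at -0.75. That list call (adjusted p = 0.0284) was lost with an estimated correlation (adjusted p = 0.618) and without control ASO array 1 (adjusted p = 0.423).

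Between the controls, 7 of 30 mitotic genes were lower in control ASO (20 adjusted over the list alone), with Mki67 at -0.34 (list adjusted p = 4.45e-13, and 0.291 with an estimated correlation). Interferon genes were higher in 3 of 31 cases, with Mx1 at 0.91, Rsad2 at 0.89 and Cxcl10 at 0.75, and Ccl5 was lower (10 and 1 adjusted over the list alone, list adjusted p = 7.53e-06, and 0.521 with an estimated correlation). NRF2 genes were higher in 5 of 20 cases, with Slc7a11 and Hmox1 (0.43) among them (9 adjusted over the list alone, list adjusted p = 1.51e-05, and 0.291 with an estimated correlation). Matrix genes were lower in 5 of 39 cases, with Ogn at -0.36 and Thbs2 at -0.32 (8 lower and 1 higher adjusted over the list alone, list adjusted p = 2.37e-06, and 0.291 with an estimated correlation).

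The control contrast and the Pint ASO contrast share the control ASO arrays, whose noise enters them with opposite signs. In 50 simulations of noise alone the fold changes of these contrasts had a mean correlation across probe sets of -0.599, while the observed correlation was 0.142. Called in both were 560 probe sets in the same direction, where independent lists would give 98.6, and 126 in opposite directions, where they would give 102.

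The low-numbered probe sets without a name, 4502 of those tested, had 402 calls with p53 siRNA, of which 355 were lower and 47 higher, and 303 calls with Pint ASO.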
